# The miRNA Pathway Controls Rapid Changes in Activity-Dependent Synaptic Structure at the *Drosophila melanogaster* Neuromuscular Junction

**DOI:** 10.1371/journal.pone.0068385

**Published:** 2013-07-02

**Authors:** Katherine R. Nesler, Robert I. Sand, Breanna A. Symmes, Sarala J. Pradhan, Nathan G. Boin, Anna E. Laun, Scott A. Barbee

## Abstract

It is widely accepted that long-term changes in synapse structure and function are mediated by rapid activity-dependent gene transcription and new protein synthesis. A growing amount of evidence suggests that the microRNA (miRNA) pathway plays an important role in coordinating these processes. Despite recent advances in this field, there remains a critical need to identify specific activity-regulated miRNAs as well as their key messenger RNA (mRNA) targets. To address these questions, we used the larval *Drosophila melanogaster* neuromuscular junction (NMJ) as a model synapse in which to identify novel miRNA-mediated mechanisms that control activity-dependent synaptic growth. First, we developed a screen to identify miRNAs differentially regulated in the larval CNS following spaced synaptic stimulation. Surprisingly, we identified five miRNAs (miRs-1, -8, -289, -314, and -958) that were significantly downregulated by activity. Neuronal misexpression of three miRNAs (miRs-8, -289, and -958) suppressed activity-dependent synaptic growth suggesting that these miRNAs control the translation of biologically relevant target mRNAs. Functional annotation cluster analysis revealed that putative targets of miRs-8 and -289 are significantly enriched in clusters involved in the control of neuronal processes including axon development, pathfinding, and growth. In support of this, miR-8 regulated the expression of a *wingless* 3′UTR (*wg* 3′ untranslated region) reporter *in vitro*. Wg is an important presynaptic regulatory protein required for activity-dependent axon terminal growth at the fly NMJ. In conclusion, our results are consistent with a model where key activity-regulated miRNAs are required to coordinate the expression of genes involved in activity-dependent synaptogenesis.

## Introduction

The establishment of long-lasting changes in synapse structure and function requires the rapid regulation of spatial and temporal gene expression in response to neural stimulation. New evidence indicates that the miRNA pathway plays an important role in the control of these processes [1]. miRNAs are abundant small regulatory RNAs that postranscriptionally repress the expression of target mRNAs, usually by binding to sequences in their 3′ UTRs. With the exception of the “seed sequence” (positions 2–8 of the miRNA), miRNAs bind to target mRNAs with only partial complementarity. This allows each individual miRNA to bind to and, potentially, coordinate or fine-tune the expression of 10s to 100s of target mRNAs [2]. In neurons, miRNAs are involved in the control of diverse cellular processes ranging from dendrite spine formation and/or function to the control of synaptic plasticity [3]. As such, dysregulation of key neuronal miRNA expression is associated with several human neurological disorders [4].

Despite the apparent importance of miRNAs in long-term synaptic plasticity, only a handful of activity-regulated miRNAs and *bona fide* mRNA targets have been identified. First, in a genome-wide screen, the murine miR-29a/b cluster was found to be significantly upregulated by exposure to neurostimulants [5]. miR-29a/b regulates dendritic spine morphology by controling actin cytoskeleton remodeling via down-regulation of Arpc3, a component of the ARP2/3 actin nucleation complex. Second, in a genome-wide screen to identify miRNA targets of the cAMP-response element binding protein (CREB), rat miR-132 was found to be up-regulated by brain derived neurotrophic factor (BDNF) and synaptic activity [6]. miR-132 controls dendritic plasticity by down-regulating the expression of p250GAP, a GTPase activating protein that regulates the Rac1/PAK1 pathway [7], [8]. Third, in a more targeted screen, the transcription factor myocyte enhancing factor 2 (Mef2) was found to be necessary and sufficient for activity-dependent up-regulation of the rat brain-specific miR-379–410 cluster [9]. One miRNA in this cluster, the dendritically localized miR-134, regulates dendrite morphogenesis by controlling the expression of the conserved translational repressor, Pumilio2 [10]. Finally, in a microarray-based screen, induction of long-term potentiation (LTP) was found to specifically up-regulate the expression of miR-188 in rat hippocampal neurons [11]. miR-188 controls dendritic spine development and synapse structure by negatively regulating expression of the semaphorin-3F receptor, neuropilin-2 (Nrp-2). Importantly, when taken together, these data support a model where specific activity-regulated miRNAs coordinate the expression of mRNAs encoding for proteins involved in the control of activity-dependent synaptic plasticity.

Do miRNAs regulate activity-dependent changes in synapse structure or function in *Drosophila*? To directly address this question, we developed a screen using the glutamatergic larval NMJ as a model synapse to identify and characterize novel miRNAs involved in the control of activity-dependent synaptic growth. Previous work at the NMJ has shown that acute stimulation with high K^+^- or Channelrhodopsin-2 (ChR2) light-induced spaced depolarization results in rapid activity-dependent changes in both synapse structure and function [12]. This new synaptic growth is above and beyond normal developmental scaling of the NMJ to its target muscle. Instead, it is thought to be analogous to the activity-dependent changes observed in dendritic spines of cultured hippocampal neurons [12], [13]. In subsequent studies, this system has begun to reveal novel mechanisms that control activity-dependent structural synaptic plasticity [14], [15].

We hypothesized that spaced synaptic stimulation (sufficient to induce lasting effects) will first control the expression of a subset of neuronal miRNAs. In turn, these miRNAs will regulate the translation of key target mRNAs involved in the presynaptic control of axon terminal growth at the NMJ. Interestingly, using a sequential miRNA microarray and real-time quantitative PCR (RT-qPCR)-based screen, we identified five mature miRNAs (miRs-1, -8, -289, -314, and -958) whose levels are significantly downregulated following acute spaced stimulation. Neuronal misexpression of three of these miRNAs (miRs-8, -289, and -958) is sufficient to prevent activity-dependent synaptic growth at the NMJ. Combined *in silico* target analysis and functional annotation analysis revealed that several predicted mRNA targets for co-regulation by activity-regulated miRNAs have functions in the control of synapse structure and/or function. As proof of concept, miRs-8, -289, and/or -958 can repress the expression of two putative target mRNAs in an *in vitro* luciferase reporter assay. These mRNAs encode for Wg and the *Drosophila* leukocyte-antigen-related-like protein, Lar [12], [16]. Consistent with these observations, knockdown of presynaptic Wg and Lar by RNAi resulted in the specific suppression of new synaptic growth in response to activity [12]. Together, these data suggest that miRs-8, -289, and -958 are involved in activity-dependent processes. However, further analysis is required to confirm relevant miRNA/mRNA interactions.

## Materials and Methods

### Drosophila stocks

All fly stocks were raised at 25°C on standard Bloomington media with the exception of ChR2-expressing fly lines. For those experiments, flies were raised on standard Bloomington food supplemented with 100 mM all-trans retinal to facilitate ChR2 activity *in vivo* [17], [18]. *Canton S, w^1118^, C380-Gal4, UAS-ChR2, UAS-wg^HMS00794^*, and *UAS-lar^HMS00822^* fly strains were all obtained from the Bloomington *Drosophila* Stock Center. *miR-8^Δ1^* and *miR-8^Δ2^* deletion flies were a gift from S. Cohen [19]. *UAS-miR-8* *SP #10* (miR-8 sponge) flies were a gift from D. Van Vactor [20].

### Activity Assays and Immunohistochemistry

ChR2 stimulation was executed using a homemade apparatus that was built based on general descriptions [12], [18]. Briefly, non-wandering third instar larvae were collected, washed twice with HL-3 haemolymph-like dissection buffer [21], and placed into the stimulation chamber. The larvae received five 5 min stimulation steps with each step composed of a series of cycles (2 sec on and 3 sec off) where emission of 470 nm light from two blue LEDs (Luxeon V; Luxeon Star) was controlled by a pulse stimulator (A-M Systems) essentially as previously described in [12]. Each stimulation step was separated by a 15 min rest period. A 134 min resting step followed the final stimulation. Control larvae were exposed to identical conditions but not subjected to stimulation cycles. Upon completion of the ChR2 stimulation paradigm, larval preparations were either processed for NMJ analysis or the CNS was explanted for RNA isolation.

The high K^+^ stimulation paradigm was performed essentially as previously described [12], [14], [15]. Briefly, wandering third instar larvae were collected and semi-dissected in HL-3 leaving the CNS intact. The larvae were then subjected to a stimulation paradigm where they were treated with high K^+^ (90 mM KCl) HL-3 adjusted for osmolarity [22] in a pattern of 2, 2, 2, 4 and 6 min pulses (5x high K^+^ stimulation). Alternatively, larvae were treated with high K^+^ HL-3 in a pattern of 2, 2, and 2 min pulses (3x high K^+^ stimulation). Each stimulation step was separated by a 15 min rest period in normal HL-3 (5 mM KCl) and a 74 min resting step followed the final stimulation. Pseudostimulated control larvae were subjected to an identical protocol except the high K^+^ HL-3 was replaced with normal HL-3 during each pulse step. Upon completion of the high K^+^ stimulation paradigm, larval preparations were either processed for NMJ analysis or the CNS explanted for RNA isolation.

### Microarray Analysis

For miRNA array analysis, two genotypes (*w^1118^* and *UAS-ChR2 x C380-Gal4*) were used. ChR2-expressing larvae were taken through either the light- or mock-stimulation paradigm. At the end of each paradigm, 30–50 larval CNS (ventral ganglia+optic lobes) samples were manually dissected, eye imaginal discs and residual body wall removed, and collected in lysis buffer on ice. Total RNA was extracted using the miRCURY RNA Isolation kit (Exiqon) yielding ∼125 ng of total RNA per CNS. RNA was eluted with 40 µl of RNAse free water (Ambion), flash frozen, and stored at −80°C. miRNA microarray profiling was carried out at Exiqon using standard protocols. Briefly, each RNA sample was labeled with Hy3 and a common reference standard with Hy5 using the miRCURY LNA Array power labeling kit (Exiqon). The common reference sample consisted of equal amounts of RNA from *w^1118^,* ChR2 light, and ChR2 mock-stimulated CNS samples. The Hy3-labeled samples and the Hy5-labeled reference RNA sample were mixed pair-wise and hybridized to the miRCURY LNA array version 11.0 Other Species (Exiqon), which contains capture probes targeting all *Drosophila* miRNAs registered in miRBASE version 14.0. Exiqon analyzed all miRNA array data. Briefly, image analysis was carried out using the ImaGene 8.0 software (BioDiscovery, Inc.). The quantified signals were background corrected (Normexp with offset value 10) and normalized using the global Lowess (locally weighted scatterplot smoothing) regression algorithm [23]. Relative expression levels were calculated as the log_2_ normalized signal intensity between the Hy3 and Hy5. Exiqon determined the presence or absence of specific miRNAs in each sample. Changes in expression levels (fold changes) were calculated between the *w^1118^*, ChR2 light-, and ChR2 mock-stimulated groups.

### RT-qPCR Analysis

For RT-qPCR array analysis, three biological replicates of one genotype (*Canton S*) and two treatment groups (high K^+^- or mock-stimulation) were used. At the end of each paradigm, 40 larval CNS (ventral ganglia+optic lobes) samples were manually dissected, eye imaginal discs and residual body wall removed, and collected in lysis buffer on ice. Total RNA was extracted using the miRNeasy RNA Isolation kit (Qiagen) yielding ∼150 ng of total RNA per CNS. RNA was eluted with 40 µl of RNAse free water (Ambion), flash frozen, and stored at −80°C. Prior to freezing, a small aliquot was removed for quality control. RNA quality was assessed using an Experion automated electrophoresis system (BioRad) and samples with a RNA quality indicator (RQI) score <7 discarded and re-extracted. ∼6 µg of total RNA from each replicate was simultaneously converted to cDNA using the miScript reverse transcriptase kit (Qiagen). Three technical replicates of each biological replicate were then amplified using miScript SYBR Green PCR Kit (Qiagen). Primer assays were obtained for the 79 mature *Drosophila* identified in the larval CNS by miRNA array (Qiagen). Melt curve analysis indicated that 14 of these primers amplified non-specific PCR product and, therefore, were not included in subsequent analysis. Three primer assays failed to amplify product in all biological replicates and were therefore excluded. 

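U1 snRNA, a component of the spliceosome, was detected at a Ct of 16.0, 16.6 and 16.7 in mock-stimulated replicates 1, 2 and 3, and at 15.3, 16.4 and 17.1 in the high K+-stimulated replicates of the same numbers. The group means were 16.4 ± 0.411 (SD, n = 3) and 16.3 ± 0.938 (SD, n = 3) and differed by less than this spread (two-sided exact permutation test, p = 0.80, where the smallest p for 3 samples against 3 is 0.10). Against U1, the miRNAs of a sample shifted together. The median log2 fold change of the 62 screened miRNAs was -0.69 in replicate 1, where 60 of them were below 0, but 0.21 in replicate 2 and -0.12 in replicate 3, where 14 and 37 were below 0. Averaged over replicates, the median was -0.17, which is smaller than the SD of 0.46 between the replicates.

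**Figure D1:**
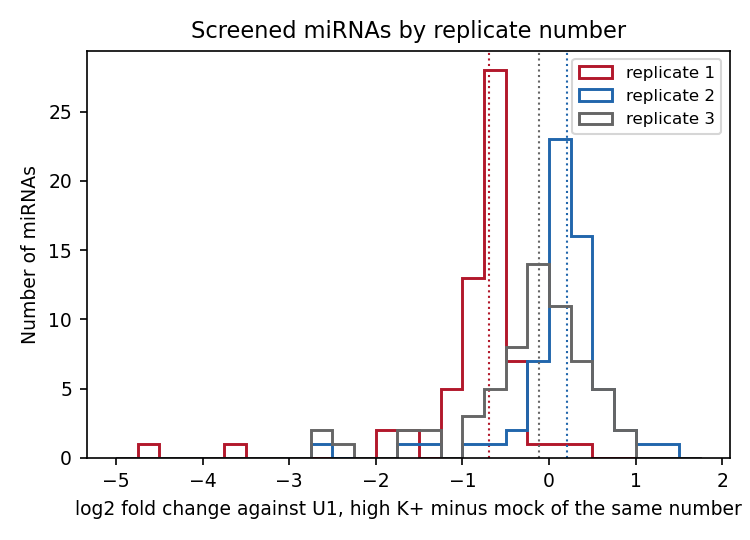
Number of screened miRNAs (vertical axis) by log2 fold change against U1 (horizontal axis) for each replicate number, with dotted lines at the medians. The distribution of replicate 1 lies around -0.69, to the left of those of replicates 2 and 3.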

The results of this analysis were normalized to the U1 snRNA (verified by BestKeeper software v1.0) [24]. All RT-qPCR assays were performed using an iCycler thermocycler equipped with the iQ5 real-time PCR detection system hood and controlled by the iQ5 optical system software v1.2 (Bio-Rad). Results from three technical replicate were averaged to generate C_t_ values for each biological replicate. Then, analysis of differential fold change based on C_t_ results was performed using the Livak (ΔΔC_t_) method [25]. Changes in relative miRNA expression levels were calculated between the high K^+^ and mock stimulated groups.

Both the microarray and RT-qPCR data can be found in the Gene Expression Omnibus (GEO) of NCBI through accession number GSE43945.

### Construction of Transgenic Lines

To generate pri-miRNA expressing transgenes, PCR primers were designed to amplify a sequence ∼200 nt upstream and downstream of each miRNA hairpin from genomic DNA as described [26]. PCR products were cloned into pENTR and then into the 3′UTR of mCherry in pUASM using the Gateway cloning system (Invitrogen). All constructs were sent to Bestgene, Inc. to make and balance transgenic fly lines.

### NMJ Morphological Analysis

To study NMJ morphology, third instar larvae were dissected in calcium-free HL-3 and body wall preparations were processed as previously described [15], [21]. Primary antibodies used were mouse anti-Dlg (Developmental Studies Hybridoma Bank) and goat anti-HRP-Dylight 594 (Jackson Labs). The secondary antibody used was Alexa 488-conjugated anti-mouse IgG (Molecular Probes). Larvae were imaged at muscle 6/7 in abdominal segment 3 on an Olympus FluoView FV1000 scanning confocal microscope. All images were obtained using either a 60X (N.A. 1.35) or 100X objective (N.A. 1.4) and generated from stacks collected at intervals of 0.8 µM. These images were combined using FV1000 imaging software. Analysis of boutons and ghost boutons was done essentially as described [12], [27]. Unless otherwise indicated (see individual figures and/or figure legends), for each genotype and/or treatment group, a minimum of 20 NMJs was imaged. Unless otherwise indicated, these represent paired NMJs from both hemisegments of ≥10 larvae. All images were randomized and scored blindly using the Cell Counting plugin for ImageJ v1.45 (NIH). There were no obvious differences in muscle size between either genotypes or treatment groups.

### miRNA Target Analysis

Putative mRNA targets of miRNAs were identified using the miRecords online target prediction resource, restricting lists to targets predicted by three or more databases (http://mirecords.biolead.org) [28]. For functional annotation cluster analysis, we uploaded each list of putative target genes into the DAVID bioinformatics resource (http://david.abcc.ncifcrf.gov; Database for Annotation, Visualization and Integrated Discovery) [29], [30]. All gene names were converted to a Flybase gene ID using the “Gene ID Coversion Tool”. We used default parameters (medium stringency) and enrichment scores. Benjamini-Hochberg corrected p-values were calculated by DAVID software. Non-neuronal-related clusters were excluded from further analysis.

### Cell Culture, Transfections, and Luciferase Assays

Plasmids for luciferase reporter assay experiments are identical to those described in [31] except that the firefly luciferase (Fluc) 3′UTR reporter and miRNA overexpression plasmids have been converted into Gateway destination vectors (Invitrogen). All cloned 3′UTRs contained their endogenous poly(A) signals. All transfections were performed in three biological replicates in 6-well plates using Effectene transfection reagents (Qiagen). The transfection mixtures contained 0.1µg of the Fluc 3′UTR reporter plasmid, 0.4µg of a *Renilla* luciferase (Rluc) transfection control, and 0.5µg of either a miRNA expression vector or empty vector control. Cells were incubated for three days at room temperature and then luciferase activity for each biological replicate measured in three technical replicates on a Synergy HT microplate reader (Biotech) using a dual-luciferase reporter assay system (Promega).

### Statistical Analysis

All statistical analysis (the specific tests are indicated in the corresponding figure legends) including graphing was performed using Prism v6.0 (GraphPad software) and statistical significance was determined to be at p<0.05. Where indicated, data are normalized to controls and are presented as mean ± SEM. In the NMJ experiments, the numbers indicated in the columns of each graph are the number of individual NMJs from which measurements were taken for that genotype or treatment group. For activity assay experiments, statistical outliers were removed from analysis using the ROUT method (robust regression and outlier removal; Q = 1%) [32].

## Results

### Acute Spaced Stimulation Induces Rapid Synaptic Growth

In order to identify miRNAs that are differentially expressed following synaptic activity, we took advantage of two spaced training paradigms that have previously been shown to induce activity-dependent synaptic growth at the larval NMJ. First, spaced high (90 mM) K^+^ stimulation leads to the robust induction of presynaptic structures called “ghost boutons” [12]. Ghost boutons are extensions of axon terminals that contain synaptic vesicles but lack active zones and postsynaptic structures [33]. In our hands, we see ∼1 ghost bouton per NMJ in “mock” stimulated *Canton S* larvae (Figure 1A–B). Following spaced high K^+^ depolarization, we see 4–6 ghost boutons per NMJ representing an approximately 6-fold increase (Figure 1A–B; p<0.0001). Second, to account for potential non-physiological phenotypes that might result from global high K^+^ stimulation, we adapted an optogenetic approach to specifically stimulate synaptic activity in larval motor neurons [12], [17], [18]. In these experiments, the inducible transgenic light-activated ion channel, Channelrhodopsin-2 (ChR2), was driven using a motor neuron-specific Gal4 driver (*UAS-ChR2 x C380-Gal4*). As with high K^+^ stimulation, unstimulated control animals contain ∼1 ghost bouton per NMJ (Figure 1B). In contrast, this number increases to only ∼2 ghost boutons following spaced light stimulation representing an approximately 2.5-fold increase (Figure 1B; p<0.01). While light-induced spaced stimulation of ChR2-expressing larvae was clearly less robust, it was statistically significant and consistent with published results [12].

**Figure 1:**
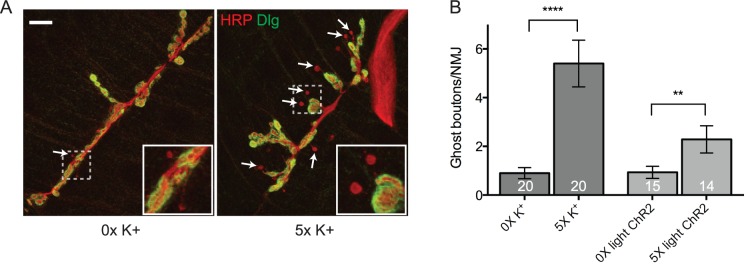
Acute spaced stimulation induces the formation of undifferentiated ghost boutons. (A) A representative *Canton S* third-instar NMJ at larval muscle 6/7 in abdominal segment 3 that was double stained with antibodies against the presynaptic membrane marker, horseradish peroxidase (HRP; red) and postsynaptic discs large (DLG; green) after being subjected to 0x (control) or 5x high K^+^ (90 mM) spaced depolarization. Arrows point to ghost boutons (HRP+ DLG-). Each inset corresponds to the indicated region (dashed box) and is blown up to help visualize ghost boutons (red HRP+ presynaptic extensions). Scale bar = 20 µM. (B) Quantification of the number of ghost boutons per NMJ in *Canton S* (high K^+^ stimulated) or animals expressing the transgenic light-gated ion channel, ChR2, in motor neurons (light stimulated; the *UAS-ChR2* line was crossed to *C380-Gal4*). These data are highly consistent with published results [12], [14], [15]. 1–2 unpaired NMJs per larval treatment group. Error bars indicate the mean ± SEM. STATISTICS: Student’s t-test. ** p<0.01 and **** p<0.0001.

### Identification of miRNAs Expressed in the Larval Central Nervous System

We next sought to identify neuronal miRNAs that were differentially expressed in response to acute spaced synaptic stimulation. In initial experiments, we used light-induced spaced stimulation of ChR2-expressing larvae as our activity paradigm (Figure 1B). RNA was isolated from the dissected CNS of control (*w^1118^*) and unstimulated (0x mock) or stimulated (5x light) third instar larvae. Using a microarray containing 148 *Drosophila* miRNAs, we found that 79 were expressed in the larval CNS (Figure 2A–B; the microarray covered 35% of the 426 *Drosophila melanogaster* mature miRNAs in miRBase 19.0). Surprisingly, none of these mature miRNAs exhibited a 2-fold change in expression following acute spaced stimulation (Figure 2A–B; “U v. S” column; the 2-fold threshold is our arbitrary cutoff for biological significance). The failure to identify activity-regulated miRNAs in this assay may be due to a combination of circumstances. First, while arguably more physiological, the light-induced spaced stimulation of ChR2-expressing larvae resulted in only a modest increase in ghost bouton formation (Figure 1B). Second, by driving expression of ChR2 in only a subset of cells in the CNS (i.e. motor neurons), it may be difficult to identify significant changes in miRNA levels given background noise from unstimulated neurons. Interestingly, the greatest differences we observed were between the control for genetic background (*w^1118^*) and the ChR2-expressing line. We identified eight miRNAs that exhibited between a 1.5- and 1.9-fold change in relative expression levels (Figure 2B; “C vs. U” and “C vs. S” columns; Table S1). This result correlates with a significant increase in the total number of synaptic boutons observed at inbred *w^1118^* NMJs when compared to more wild type genotypes (our unpublished observation). Perhaps these eight miRNAs are, at least in part, involved in the control of synaptic growth during larval development.

**Figure 2:**
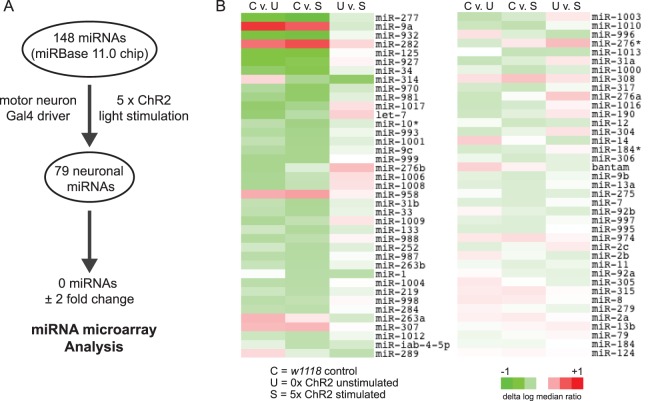
miRNA expression profile of the *Drosophila* larval CNS. (A) Flowchart showing miRNA microarray analysis. The expression of 79 mature miRNAs was detected in the *Drosophila* larval CNS. (B) Heat map showing fold-change of miRNAs in the CNS of *w^1118^* (control or “C”), ChR2 mock stimulated (unstimulated or “U”), and ChR2 light stimulated (stimulated or “S”) larvae. No neuronal miRNA exhibited a greater than 2-fold change in expression levels following ChR2 light stimulation. The largest differences observed were between the *w^1118^* and *C380-Gal4 x UAS-ChR2* genotypes.

### Identification of Activity-regulated miRNAs

While we did not find any differentially expressed miRNAs using optogenetics, we did identify the subset of miRNAs that were expressed in the larval CNS (Figure 2B). This allowed us to modify our approach in two important ways. First, we switched to the significantly more robust spaced high K^+^ depolarization paradigm to globally stimulate activity in the larval CNS (Figure 1A–B). Second, we developed a RT-qPCR assay to identify changes in mature miRNA levels following high K^+^ stimulation. 

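Mature miRNA levels were measured in 6 RNA samples of dissected larval CNS, 3 from high K+-stimulated and 3 from mock-stimulated Canton S larvae, each pooled from 40 CNS. Stimulated larvae received 5 pulses of 90 mM KCl separated by 15 min of rest, and were left for 74 min after the last pulse. RT-qPCR reports the cycle at which each product crosses a set fluorescence (Ct), so that a lower Ct is a higher level. Each miRNA was read in 3 wells per sample, and the authors deposited the Ct of every well. The screened miRNAs had a median Ct of 26.0, 26.6 and 26.7 cycles in mock-stimulated replicates 1 to 3 and of 26.0, 26.3 and 27.3 cycles in high K+-stimulated replicates 1 to 3. Wells of one sample differed little, with a median SD between 0.0651 and 0.0896 cycles in 5 samples and of 0.17 cycles in high K+-stimulated replicate 2. The authors averaged the wells and subtracted the Ct of U1 snRNA (ΔCt), and the values used here were computed the same way from the deposited Ct. Log2 fold changes are differences in ΔCt with the sign turned, which assumes that product doubles at every cycle. They were tested for all screened miRNAs together with limma, with the replicate number as a block and Benjamini-Hochberg adjustment. Relative levels (2^-ΔΔCt) set each stimulated replicate against the mean ΔCt of the mock-stimulated replicates.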

After primer pair quality control, we were able to screen 62 of 79 neuronal miRNAs using this approach (Figure 3A; Table S2). 

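Of the 79 primer assays, 14 (17.7%) are marked in Table S2 as having failed quality control, among them those of miR-124, miR-2a, miR-2c and miR-33, and 3 more are marked as excluded. The excluded assays were those of miR-307, miR-2b and miR-970. Each lacked a Ct in a single well, the third well of high K+-stimulated replicate 2, and was read in its other wells there, at 23.4 and 23.5 cycles for miR-307, 22.4 and 22.4 for miR-2b, and 27.8 and 27.7 for miR-970. Mean relative levels after stimulation, from the wells that gave a Ct, were 0.959 ± 0.462 (SD, n = 3) for miR-307, 0.915 ± 0.372 (SD, n = 3) for miR-2b and 0.912 ± 0.206 (SD, n = 3) for miR-970, with no difference larger than the spread between replicates. The remaining 62 assays gave a Ct in every well, with sample means from 18.3 to 32.9 cycles.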

RNA was isolated from the dissected CNS of wild-type *Canton S* unstimulated (0x mock) or stimulated (5x high K^+^) third instar larvae and comparatively analyzed by RT-qPCR. 

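After spaced high K+ stimulation, 6 of the 62 screened miRNAs were lower and none was higher at an adjusted p under 0.05 (limma). These were miR-958, miR-314, miR-1, miR-289, miR-304 and miR-12. A mean relative level of 0.5 or less was reached by 4 of them, miR-958, miR-314, miR-289 and miR-1. Of the 6, only these 4 were below the mean of the mock-stimulated samples in all 3 stimulated replicates. Before adjustment, 7 miRNAs were lower at p under 0.05 and none was higher, the additional one being miR-8, for which the paper cites a postsynaptic function at the larval NMJ. The other 55 screened miRNAs had mean relative levels between 0.656 (miR-981) and 1.46 (miR-125) and none of them had an adjusted p below 0.55. In 8 of the 62 miRNAs (12.9%) every stimulated replicate lay below every mock-stimulated one, and in none above, where chance gives 10% over both directions together. With the mean Ct of the screened miRNAs in place of U1 as the reference, 3 of the 6 were called, miR-958, miR-314 and miR-289, and none was with an ordinary paired test that does not share the spread across miRNAs (3 at an unadjusted p under 0.05). Leaving out both samples of replicate 2 also left 0 calls in a fit of 4 samples, although the log2 fold changes of the 6 were then no smaller, at -3.59 for miR-958, -3.06 for miR-314, -1.71 for miR-304, -1.66 for miR-289, -1.62 for miR-12 and -1.51 for miR-1. Without replicate 3, miR-958 (-3.66) and miR-314 (-2.66) were called, and miR-289 (-1.26), miR-12 (-0.93), miR-1 (-0.88) and miR-304 (-0.79) were not.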

From this screen, we identified five miRNAs that exhibited either a 2-fold or statistically significant change in mature miRNA levels compared to mock stimulated controls (Figure 3A–C; p<0.05). Interestingly, we found that all five activity-regulated miRNAs (miRs-1, -8, -289, -314, and -958) were rapidly downregulated by spaced high K^+^ depolarization (within ∼70 min from the last stimulation; Figure 3B–C). 

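miR-958 and miR-314 fell the most. The relative level of miR-958 was 0.134 ± 0.0898 (SD, n = 3) of that in mock-stimulated controls, and its stimulated replicates 1 to 3 were at 0.0341, 0.208 and 0.160. Its log2 fold change was -3.26 (standard error 0.36, adjusted p = 2.51e-13 from limma). This standard error is shared by all miRNAs, while that of miR-958 alone was 0.73. The log2 fold change was -4.45 times its own standard error. An ordinary paired test, which uses the standard error of each miRNA alone, gave an adjusted p of 0.814. It gave the same adjusted p to miR-314, miR-289, miR-1 and miR-8, so this value does not measure the spread of miR-958 alone. limma also takes the errors of different miRNAs as independent, which they were not, so its adjusted p-values here can be too small. miR-314 was at 0.192 ± 0.115 (SD, n = 3), a log2 fold change of -2.62 (adjusted p = 1.58e-09 from limma). miR-289 was at 0.405 ± 0.129 (SD, n = 3), a log2 fold change of -1.35 (adjusted p = 0.00463 from limma). miR-1, a miRNA abundant in muscle, was at 0.413 ± 0.256 (SD, n = 3), a log2 fold change of -1.47 (adjusted p = 0.00202 from limma). Its replicates were far apart, at 0.695, 0.349 and 0.196, and with the mean Ct of the screened miRNAs as the reference its adjusted p was 0.265. miR-133, which is also known from body wall muscle, was at 0.814 ± 0.199 (SD, n = 3) with an adjusted p of 0.873 from limma. miR-8 was at 0.550 ± 0.0926 (SD, n = 3), a log2 fold change of -0.87 that did not pass the test (adjusted p = 0.157 from limma). For each of miR-958, miR-314, miR-289, miR-1 and miR-8 all 3 stimulated replicates were lower than all 3 mock-stimulated ones (two-sided exact permutation test, p = 0.10 each, the smallest p possible here). All 5 would be kept by the paper's rule of a 2-fold change or a p under 0.05 in the test its legend names. From the loss of these mature miRNAs shortly after stimulation, the paper proposes a model in which activity-regulated miRNAs act in the control of activity-dependent synaptic growth.

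**Figure D2:**
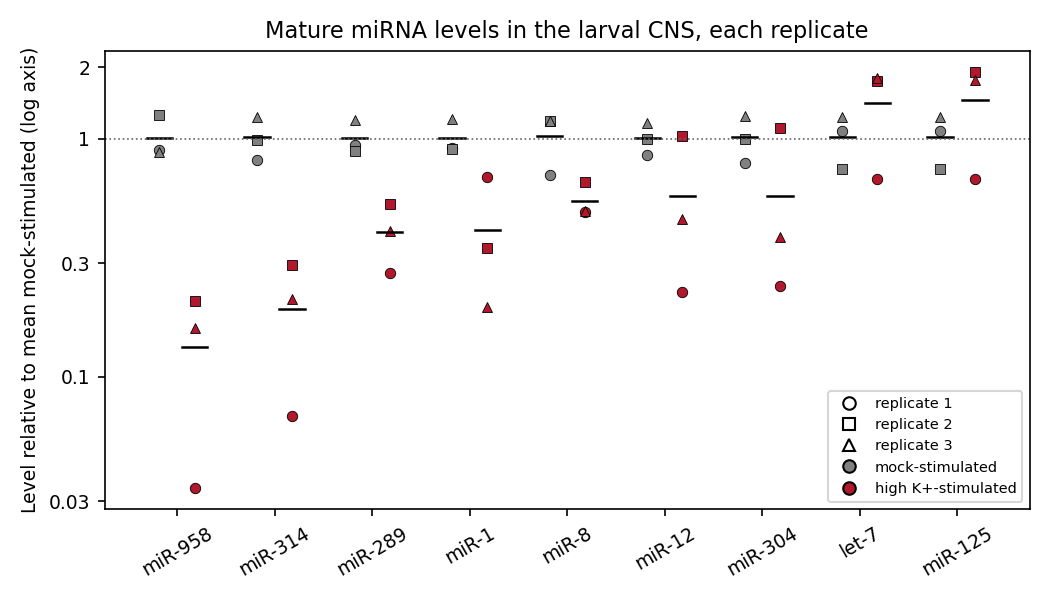
Level of each miRNA in each sample relative to the mean ΔCt of the mock-stimulated replicates (vertical log axis), with mock-stimulated samples in grey, high K+-stimulated samples in red, a symbol for each replicate number and a line at the mean of each group. The red points of miR-958 lie between 0.0341 and 0.208, below all grey points, while those of let-7 and miR-125 lie on both sides of 1.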

The next two miRNAs that showed the strongest activity-dependent decrease belong to the miR-12/304/283 cluster (Figure 3C; miRs-12 and -304 are both downregulated 1.7-fold; p>0.05). 

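In RefSeq's annotation of the Release 6 assembly, mir-283, mir-304 and mir-12 are neighbours on the X chromosome, with no other gene between them. miR-12 was at a relative level of 0.574 ± 0.415 (SD, n = 3), a log2 fold change of -1.07 (adjusted p = 0.0408 from limma). miR-304 was at 0.578 ± 0.464 (SD, n = 3), a log2 fold change of -1.09 (adjusted p = 0.040 from limma), and was detected late, at a mean Ct of 31.3. Both were low in stimulated replicates 1 and 3 only. miR-12 was at 0.228 and 0.459 there and at 1.03 in replicate 2, and miR-304 at 0.240, 0.387 and 1.11. An exact permutation test gave p = 0.30 for each (two-sided). With the mean Ct of the screened miRNAs as the reference, neither passed (adjusted p = 0.177 for miR-12 and 0.257 for miR-304 from limma), nor did they with a trend and robust estimation in limma (adjusted p = 0.137 and 0.998).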

Despite being part of this cluster, miR-283 was not detected in the larval CNS (Figure 2B; Table S1). This is consistent with published evidence that, while expression of miRs-12 and -304 strongly correlate to one another, the expression profile of miR-283 does not correlate to either miRs-12 or -304 [34]. 

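The fall of miR-12 and that of miR-304 differed by less than the spread between replicates. The log2 fold change of miR-12 minus that of miR-304 was -0.18, -0.10 and 0.35 in replicates 1 to 3, with a mean of 0.02 (SD 0.28, n = 3; two-sided exact sign-flip permutation test with equal numbers taken as pairs, p = 1, where the smallest p for 3 pairs is 0.25; two-sided exact permutation test of the samples without pairs, p = 0.80). The sign of this difference was not stable, since without replicate 3 its mean was -0.14. Its root mean square over the 3 replicates was 0.23, and 13.6% of the 1891 pairs of screened miRNAs differed by less. So few replicates cannot show that the falls were equal.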

Although our miR-12 and miR-304 results were not statistically significant, the observation that two miRNAs potentially under common transcriptional control are equally affected by activity provides strong support for our observations. 

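The log2 fold changes of the 62 screened miRNAs after high K+ stimulation increased with the paper's microarray values for light-stimulated against unstimulated ChR2 larvae (Table S1). Across miRNAs, which are not independent replicates, Pearson's r was 0.356 (permutation test, p = 0.00771) and Spearman's rho was 0.247 (permutation test, p = 0.0529). Over all 76 miRNAs measured on both platforms, including assays that failed quality control, r was 0.383 (permutation test, p = 0.00174). Spearman's rho over these was 0.267 (permutation test, p = 0.0196). miR-314 was the lowest in the microarray, at the paper's delta log ratio of -0.53. miR-289 and miR-1 were low in both assays, with the paper's ratios at -0.27 and -0.29. miR-958 was not, with the paper's ratio at 0.06. The microarray values spread far less, with an SD of 0.135 against 0.603 in the RT-qPCR. Pearson's r was smaller without miRNAs at the ends of the range, which narrows that range. It was 0.144 (permutation test, p = 0.273) without the 2 miRNAs farthest from the median of the microarray, miR-314 and miR-276*, and 0.176 (permutation test, p = 0.188) without miR-1, miR-8, miR-289, miR-314 and miR-958. Spearman's rho moved less, to 0.179 (permutation test, p = 0.17) and 0.186 (permutation test, p = 0.164). Against the microarray comparison of the same stimulated larvae with w1118 controls, r was -0.260 (permutation test, p = 0.0502) and rho was -0.297 (permutation test, p = 0.0197). That comparison differs in genotype as well as in stimulation, and the paper found its largest microarray differences between these genotypes. It is therefore not a second measure of the response to light.

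**Figure D3:**
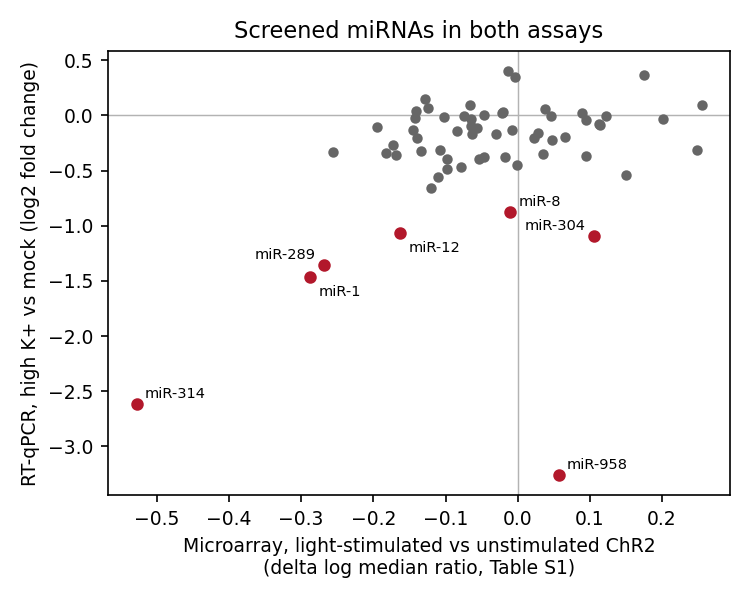
Log2 fold change of each screened miRNA in the RT-qPCR (vertical axis) against the paper's microarray delta log ratio (horizontal axis), each point a miRNA, with the miRNAs of Fig. 3C in red. miR-314 stands alone at the lower left, at -0.53 and -2.62.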

In further support, while spaced high K^+^ depolarization was substantially more robust, the results from the RT-qPCR assay correlated significantly with those from light-induced ChR2 miRNA microarray analysis (Figure S1; r = 0.37; p<0.001).

**Figure 3:**
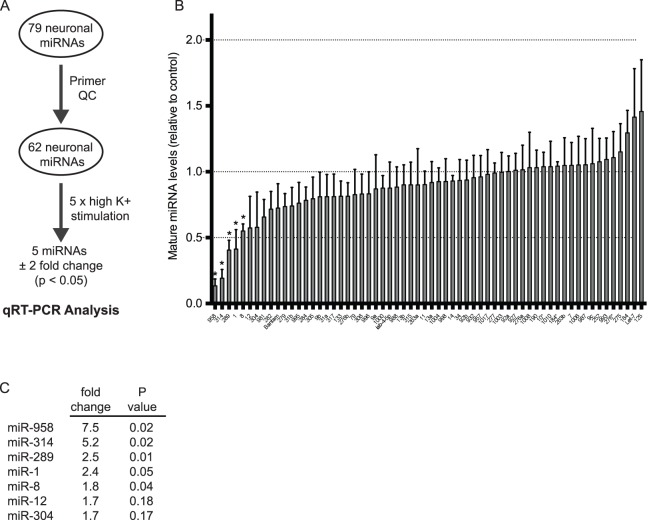
miRs-1, -8, -289, -314, and -958 are rapidly downregulated by activity. (A) Flowchart showing RT-qPCR analysis. 62 of 79 mature neuronal miRNAs were screened by RT-qPCR (see methods). (B) Five miRNAs were determined to exhibit either a 2-fold or statistically significant downregulation in expression levels following spaced high K^+^ depolarization. Error bars indicate the mean ± SEM. STATISTICS: One-way ANOVA with a Tukey’s post-hoc test (n = 3 replicates). * p<0.05. (C) Table showing fold downregulation and p-values for each activity-regulated miRNA. While not statistically significant, miRs-12 and -304 show a 1.7-fold activity-dependent downregulation. miRs-12 and -304 are both located in the miR-12/304/283 cluster.

### miR-8, miR-289, and miR-958 Negatively Regulate Activity-dependent Growth

The rapid downregulation of mature miRNA levels following acute spaced depolarization is correlative and only suggests that activity-regulated miRNAs are involved in the control of activity-dependent synaptic growth. However, this observation did allow us to propose the following simple model (Figure 4A). In response to acute spaced synaptic stimulation (high K^+^ or light-stimulated ChR2), levels of key activity-regulated miRNAs are reduced. In turn, this results in the increased translation of target mRNAs encoding for proteins involved in the control of activity-dependent growth at the NMJ. Based on this model, we postulated that, if miRs-1, -8, -289, -314, and/or -958 were involved in this process, then misexpression of transgenic miRNAs that could not be transcriptionally downregulated by activity would prevent ghost bouton formation. To test this hypothesis, we drove expression of a primary miRNA (pri-miRNA) construct for each activity-regulated miRNA in larval motor neurons. Tissue-specific misexpression of transgenic pri-miRNAs like this has been shown to be capable of inducing very specific and functionally relevant mutant phenotypes [35]. Transgenic larvae were subjected to either mock stimulation or spaced high K^+^ depolarization. In pseudostimulated controls, we observed ∼2 ghost boutons per NMJ (Figure 4B; *C380-Gal4* crossed to the genetic background control, *w^1118^*). Following spaced high K^+^ depolarization, we see 4-6 ghost boutons representing an approximately 3-fold increase (Figure 4B; p<0.0001) [14], [15]. As predicted, presynaptic expression of pri-miRNAs encoding for three of five activity-regulated miRNAs suppressed synaptic growth stimulated by spaced high K^+^ depolarization (in miR-8, -289, and -958 there was no significant increase in ghost bouton numbers compared to pseudostimulated controls). In contrast, two activity-regulated miRNAs appear to not play a role in ghost bouton formation at the NMJ. First, misexpression of miR-314 had no negative effect on synaptic growth (Figure 4B; p<0.05). Second, while miR-1 results trend towards a reduction in ghost bouton numbers following spaced stimulation (down to ∼ 3 per NMJ) the baseline was also reduced in pseudostimulated controls (Figure 4B; down to ∼1 per NMJ). Thus, as seen in control larvae, an activity-dependent 3-fold increase in ghost boutons was observed.

**Figure 4:**
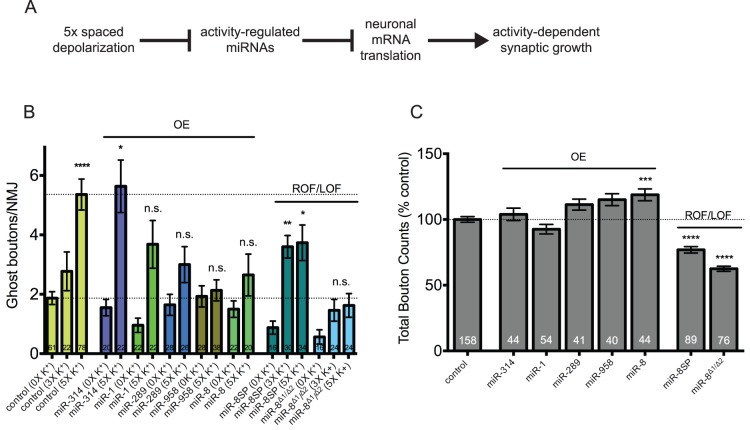
miRs-8, -289, and -958 are required for activity-dependent ghost bouton formation at the larval NMJ. (A) Our working model for miRNA-mediated control of activity-dependent synaptic growth at the larval NMJ. In an unstimulated motor neuron, key activity-regulated miRNAs negatively regulate the expression of target mRNAs involved in the control of activity-dependent synaptic growth. In contrast, our data suggests that acute spaced stimulation results in the rapid downregulation of mature miRNA levels. This would result in the increased translation of target mRNAs and subsequent rapid activity-dependent synaptic growth. (B) Transgenic pri-miRNAs for miRs-1, -8, -289, -314, or -958 were misexpressed in larval motor neurons using the *C380-Gal4* driver (e.g. genotype *C380-Gal4/+; UAS-pri-miR/+*). Also examined were miR-8 knockdown (*C380-Gal4/+; UAS-miR-8SP/+*) or loss-of-function (*mir-8^Δ1^/^Δ2^*) lines. Ghost boutons per NMJ were quantified in indicated genotypes under conditions of mock (0x), intermediate (3x) or high (5x) K^+^ stimulation as indicated. Compared to their matched 0x unstimulated controls, the misexpression of miRs-8, -289, and -958 did not result in a significant increase in ghost bouton numbers following 5x high K^+^ stimulation. In contrast, miR-8 knockdown (*UAS-miR-8SP*) and deletion (*mir-8^Δ1^/^Δ2^*) larvae showed an enhanced ability to respond to intermediate stimulation. (C) Quantification of the combined number of synaptic boutons (stimulated and unstimulated) at the same NMJs assayed in (B). No significant difference in total bouton number was observed between unstimulated and stimulated NMJ within any miRNA genotype (data not shown). Note that only miR-8 has a significant effect on total bouton numbers when compared to controls (*C380-Gal4/+*). This suggests that miR-8 has a function in both ghost bouton maturation and development. (B-C) OE = overexpression; ROF = reduction-in-function; LOF = loss-of-function. The numbers located at the bottom of each column indicate the number of NMJs analyzed for each genotype and/or treatment group. Except in *C380-Gal4/+* there are 2 paired NMJs per treatment group. Error bars indicate the mean ± SEM. (B-C) STATISTICS: Kruskal-Wallis multiple comparison analysis with a Dunn’s post-hoc test. n.s. = not significant * p<0.05 ** p<0.01 *** p<0.001 **** p<0.0001.

We next sought to confirm our miRNA misexpression results using available mutant and transgenic reduction-in-function lines. miR-1 mutants are embryonic or early larval lethal [36], [37]. In contrast, miR-8 mutants survive until the pupal stage and exhibit a robust phenotype at the third instar larval NMJ [19], [20]. Also available were transgenic miR-8 “sponge” constructs that contained 10 repetitive sequences of a strong miR-8 binding site under control of UAS elements (*UAS-miR-8SP*) [20]. We predicted that, if miR-8 is required for activity-dependent synaptic growth at the NMJ, then we would see one (or perhaps both) of two phenotypes: 1) a significant increase in the number of ghost boutons per NMJ in response to spaced stimulation compared to pseudostimulated controls; or 2) an enhancement in the ability of the NMJ to respond to spaced stimulation so that there would be a significant increase in ghost boutons per NMJ in response to fewer cycles of spaced stimulation (compared to the normal 5 cycles observed in controls; Figure 4B). As expected, we observed the latter when the expression of only one copy of the miR-8 sponge was driven in larval motor neurons (Figure 4B; *C380-Gal4/+;UAS-miR-8SP/+*; p<0.01). Although the result was not statistically significant, we observed a similar trend in miR-8 mutants (Figure 4B; *miR-8^Δ1^*/*miR-8^Δ2^*). miR-8 has also been shown to have a strong positive postsynaptic function in the control of total bouton number during NMJ development (Figure 4C; Figure S2C) [20]. Bearing this in mind, the global disruption of miR-8 may have a significant negative effect on activity-dependent synaptic growth.

The suppression of activity-dependent ghost bouton formation could be due to a general negative effect on synaptic growth during larval NMJ development. To examine this possibility, we assessed synapse size by counting the combined total number of synaptic boutons at the same NMJs assayed in Figure 4B. With one exception, we observed no effect on synaptic bouton numbers in any miRNA-misexpressing background compared to controls (Figure 4C; Figure S2A–C). Surprisingly, total bouton counts in miR-8 misexpressing lines were slightly but significantly increased (19% increase; p<0.001). This result was not expected given the reduction in ghost boutons observed following high K^+^ stimulation (Figure 4B). However, in support, miR-8 mutants exhibited a significant decrease in total bouton numbers compared to controls (Figure 4C; Figure S2C; *miR-8^Δ1^*/*miR-8^Δ2^*; 38% decrease; p<0.0001) [20]. We observed a very similar effect when one copy of the miR-8 sponge was driven in larval motor neurons (Figure 4C; Figure S2C; *UAS-miR-8SP x C380-Gal4*; 31% decrease; p<0.0001). Together, these data suggest that miRs-8, -289, and/or -958 may have specific functions in the control of activity-dependent synaptic growth. These observations also raise the interesting possibility that the mechanisms controlling activity-dependent processes can be uncoupled from those that control NMJ development (Figure 4B–C). In contrast, miRs-1 and -314 may also have specific activity-dependent functions in larval neurons, but not at this particular synapse.

### Gene Ontology (GO) Cluster Analysis of Target mRNAs

One important role of miRNAs in neurons is believed to be the coordination or fine-tuning of mRNA expression pathways associated with neural plasticity [38], [39]. Bearing this in mind, we next combined *in silico* target mRNA identification with functional annotation cluster analysis to identify neuronal roles for miRs-8, -289, and/or -958 in the larval CNS [29], [30]. First, we used miRecords to identify putative mRNA target for each activity-regulated miRNA [28]. miRecords is advantageous because it cross-references results from 11 target prediction algorithms. This approach is based on the relatively simple hypothesis that valid miRNA/mRNA interactions are much more likely to be predicted by multiple databases. Using miRecords, we identified 490 putative mRNA targets for miR-8, 2494 for miR-289, and 304 for miR-958 (Figure 5A; Table S3). To reduce the size of each list, we then speculated that key mRNA targets encoding for proteins involved in the control of activity-dependent synaptic growth are likely to be co-regulated by miRs-8, -289, and/or -958. Therefore, we asked if there was any overlap between mRNA targets found in each group. We found that: a) 282 mRNAs are predicted targets of miRs-8 and -289; b) 43 of miRs-8 and -958, and c) 154 of miRs-289 and -958 (Table S4). Furthermore, we found that 33 mRNAs are predicted targets for co-regulation by miRs-8, -289, and -958 (Table S5). Second, we focused on identifying functionally related pools of target mRNAs within annotation clusters relating to neuron development, morphogenesis, and/or differentiation. Interestingly, we found that predicted targets for miRs-8 and -289 but not miR-958 were found in these enriched annotation clusters (Figure 5B–C; Table S3; enrichment scores = 6.1 and 15.9 respectively). Because these results suggest that both miRs-8 and -289 may be involved in the coordination of neuronal gene expression, we analyzed the 282 predicted co-regulated mRNA targets of miR-8 and miR-289 (Figure 5A; Table S4). Again, we found a statistically significant number that mapped to neuron-related clusters (Figure 5D; 32 mRNA targets; enrichment score = 2.8). In contrast, the 33 predicted mRNA targets for co-regulation by all three activity-regulated miRNAs did not show any significant neuronal enrichment (data not shown; Table S5). This is possibly due to the relatively high number of unannotated genes in this group. Taken together, these data provide support for two conclusions. First, functional annotation cluster analysis indicates that miRs-8, -289, and -958 are each involved in the control of a diverse array of pleiotrophic cellular processes during *Drosophila* development (data not shown). Second, both miRs-8 and -289 are strong candidates for the coordination of mRNA expression pathways relating to the control of a number of neuronal processes including, but not limited to, axon development, pathfinding, and growth.

**Figure 5:**
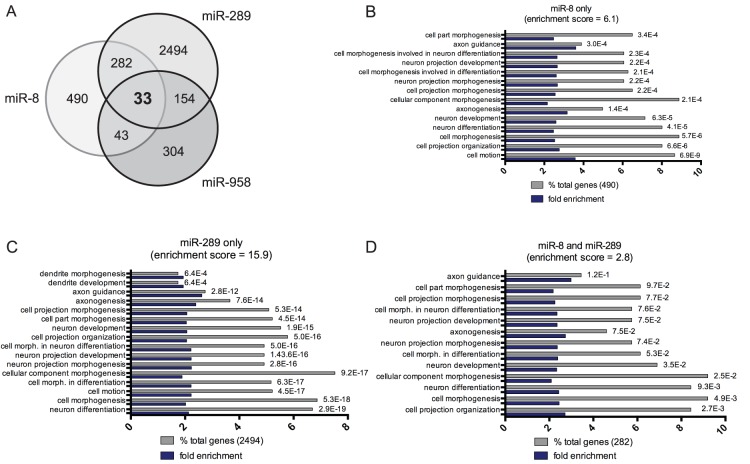
Predicted targets of miRs-8 and -289 are found in neuron-related enriched functional annotation clusters. (A) Venn diagram showing predicted mRNA targets for activity-regulated miRNAs. Notably, 33 mRNAs have putative binding sites for miRs-8, -289, and -958. 282 mRNAs have putative binding sites for miRs-8 and -289. (B-C) Functional annotation cluster analysis for predicted targets of miRs-8, -289 and both miRs-8 and -289. Only clusters enriched with targets significantly enriched in clusters involved in the control of neuronal processes are shown here. Note that the 304 predicted targets for miR-958 were not enriched in these clusters. Enrichment scores for each cluster are indicated [29], [30]. Genes within each category are indicated as a percentage of total genes (gray bar) and fold enrichment (blue bar) over expected number of genes in that category in the *Drosophila* genome. Statistical significance (Benjamini corrected p-values) for each category is indicated to right of gray columns.

### Identification of Biologically Relevant Target mRNAs

We next sought to identify target mRNAs encoding for proteins with potentially novel functions in the control of miRNA-mediated activity-dependent synaptic growth. We initially focused on genes with annotated functions in the control of axon physiology and/or neurite outgrowth that were found in one of two groups: 1) mRNAs targeted for co-regulation by miRs-8 and -289 that map to a neuron-related annotation cluster (Table 1); or 2) all mRNAs targeted for co-regulation by miRs-8, -289, and -958 (Table 2).

**Table 1:** Putative mRNA targets for co-regulation by miRs-8 and -289 that also map to a neuron-related functional annotation cluster (GO term enrichment).

Gene	Gene Name	Molecular Function
1ABI	Abelson Interacting Protein	protein binding
AP	apterous	DNA binding
B-H2	BarH2	transcription factor
2BAZ	bazooka	phosphatidylinositol binding
CBL	Dmel_CG7037	protein binding
CK	crinkled	actin-dependent ATPase activity
CRB	crumbs	protein kinase C binding
CSW	corkscrew	protein tyrosine phosphatase activity
DG	Dystroglycan	protein binding
DS	dachsous	cell adhesion molecule binding
FRY	furry	protein binding
GOGO	golden goal	receptor activity
HTH	homothorax	transcription factor activity
JUMU	jumeau	DNA binding
KAP3	Kinesin associated protein 3	protein binding
3LAR	Leukocyte-antigen-related-like	protein tyrosine phosphatase
4LOLA	longitudinals lacking	transcription factor
MID	midline	transcription factor
MLE	maleless	chromatin binding
PATJ	Patj homolog	protein kinase c binding
5PLEXA	plexin A	14-3-3 protein binding; semaphorin receptor
6PTP99A	Protein tyrosine phosphatase 99A	protein tyrosine phosphatase
PVF1	PDGF- and VEGF-related factor 1	heparin binding; receptor binding
7ROBO	roundabout	heparin binding; protein binding
RST	roughest	PDZ domain binding
8SEMA-1A	Semaphorin-1A	protein binding
SINA	seven in absentia	protein binding
SNA	snail	transcriptional repressor activity
VN	vein	heparin binding; receptor binding
9WG	wingless	frizzled-2 binding
10WIT	wishful thinking	TGFβ receptor
YKI	yorkie	protein binding; transcriptional coactivator activity

1 Presynaptic Ableson Interacting Protein (Abi) acts to antagonize the Abl tyrosine kinase (Abl) in the control of synaptogenesis and neurite extension at the larval NMJ [52].

2 A bazooka (Baz)/Par-6/aPKC complex controls new synaptic bouton growth at the NMJ [60].

3 The leukocyte-antigen-related like (Lar) controls synapse morphogenesis at the larval NMJ [16].

4 The longitudinals lacking (Lola) protein is required for embryonic axon growth and guidance [58].

5 Plexin A (PlexA) is a conserved neuronal semaphorin receptor that controls axon guidance [53].

6 The receptor tyrosine phosphatase (PTP99A) is required for embryonic motor axon guidance [46].

7 Roundabout (Robo) controls axon crossing of the embryonic CNS midline [45].

8 Semaphorin-1A (Sema-1A) is a ligand for PlexA and required for embryonic motor axon guidance [54].

9 Secreted wingless (Wg) protein is required for activity-dependent synapse growth at the NMJ [12].

10 The BMP type II receptor, wishful thinking (Wit), is required for axon terminal growth and synapse function at the larval NMJ [43], [44].

**Table 2:** Putative mRNA targets for co-regulation by miRs-8, -289, and -958 (miRBase).

Gene	Gene Name	Molecular Function
B4	Dmel_CG9239	unknown
CALPA	Calpain-A	calcium-dependent cysteine-type endopeptidase
1CG10077	Dmel_CG10077	RNA helicase activity
CG10731	Dmel_CG10731	hydrogen-exporting ATPase
CG1273	Dmel_CG1273	unknown
CG2519	Dmel_CG2519	unknown
CG31530	Dmel_CG31530	organic cation transmembrane transporter
CG32017	Dmel_CG32017	unknown
CG32365	Dmel_CG32365	unknown
CG32683	Dmel_CG32683	unknown
CG33981	Dmel_CG33981	unknown
CG4467	Dmel_CG4467	aminopeptidase
CG8475	Dmel_CCG8475	phosphorylase kinase regulator
CLK	Clock	transcription factor
CSW	corkscrew	protein tyrosine phosphatase
GUG	Grunge	histone deacetylase
H	Hairy	transcription corepressor activity
HTH	homothorax	transcription factor activity
2LAR	Leukocyte-antigen-related-like	protein tyrosine phosphatase
2LOLA	longitudinals lacking	transcription factor
LOOPIN-1	Loopin-1	aminopeptidase
PATJ	Patj homolog	protein kinase C binding
PLC21C	Phospholipase C at 21C	phosphatidylinositol phospholipase C
RBP9	RNA-binding protein 9	mRNA binding
RHOGEF3	Dmel_CG42378	Rho guanyl-nucleotide exchange factor
STAR1	allatostatin C receptor 1	allatostatin receptor
TOLLO	Tollo	transmembrane signaling receptor
UNC-4	Homeobox protein unc-4	transcription factor
UNK	unkempt	zinc ion binding; DNA binding
VACHT	Vesicular acetylcholine transporter	acetylcholine transmembrane transporter
VMAT	Vesicular monoamine transporter	synaptic vesicle amine transmembrane transporter
WRY	Weary	Notch binding
ZN72D	Zinc-finger protein at 72D	mRNA binding

1 CG10077 is the *Drosophila* ortholog of the mammalian DEAD box RNA helicase, DDX5, which has been identified as a component of kinesin-containing neuronal RNPs in mice [61].

2 Lar and Lola do have known functions in axonogenesis and are described in both the text and in Table 1.

Of the mRNAs we predicted to be co-regulated by miRs-8 and -289, 32 of 282 (11%) also map to a neuron-related enriched functional annotation cluster (Figure 5D; Table 1; Table S4). Of these, 10 (31%) have an annotated function in the control of axon development, guidance, and/or growth (Table 1). First, both the Wg and Wishful Thinking (Wit) proteins are components of highly conserved signaling pathways involved in the control of synaptic growth at the larval *Drosophila* NMJ [40]. Evoked synaptic activity induces Wg secretion from axon terminals where it can bind to both pre- and postsynaptic Frizzled-2 (Fz2) receptor and control activity-dependent modifications in synapse structure and function [12], [41]. Importantly, mutations that reduce Wg protein levels can completely prevent activity-dependent increases in ghost bouton formation following spaced high K^+^ depolarization [12]. In contrast, Wit is a presynaptic type-II BMP receptor that binds to the retrograde BMP ligand, Glass bottom boat (Gbb) [42]. While no role for Wit in activity-dependent synaptic growth has been characterized, larvae with mutations in *wit* do have abnormally small NMJs [43], [44]. Second, this group includes six mRNAs encoding for conserved components of axon guidance pathways. The receptor protein, Roundabout (Robo), is expressed on axon terminals, binds to the chemorepellent Slit, and controls axon crossing of the embryonic CNS midline [45]. The *Drosophila* receptor-linked protein tyrosine phosphatases (RPTPs), Lar and Protein tyrosine phosphatase 99A (PTP99A) are also expressed on axon terminals and are involved in pathfinding by motor neurons [46], [47], [48], [49]. Evidence suggests that Lar interacts negatively with the Ableson (Abl) tyrosine kinase to control motor neuron axon guidance and *lar* loss-of-function leads to a significant decrease in total bouton numbers at the larval NMJ [50], [51]. Interestingly, the Abl Interacting Protein (Abi) is also found in this group. Abi interacts with Enabled (Ena) to antagonize Abl function in synaptogenesis and neurite outgrowth [52]. Finally, Plexin A (PlexA) is a neuronal receptor for secreted class I semephorins including Semaphorin-1A (Sema-1A) and controls motor and CNS axon guidance [53], [54]. Presynaptic Sema-1A is required to form the embryonic NMJ, suggesting that Sema-1A can also act as a receptor on axon terminals [55]. A number of studies have implicated semaphorin family members as putative targets for regulation by the miRNA pathway [56]. Third, the Longitudinals Lacking (Lola) protein is a transcription factor involved in the control of embryonic CNS midline crossing by coordinating the regulation of both *slit* and *robo* expression [57], [58]. Lola also controls axon growth and guidance by suppressing expression of the actin nucleation factor, Spire (Spir) [59]. Finally, a complex containing Bazooka (Baz), Par-6, and atypical Protein Kinase C (aPKC) is required to control new synaptic bouton growth by regulating microtubule cytoskeleton dynamics [60]. Decreasing Baz levels decreases the number of synaptic boutons at the larval NMJ.

Of the 33 mRNAs co-regulated by miRs-8, -289, and -958, three (9%) have predicted or experimentally proven functions in the control of either axon or dendrite development (Table 2). First, as indicated above, both the *Drosophila* Lar and Lola proteins have characterized functions in the control of axon guidance and/or growth [16], [58]. Second, CG10077 is the fly ortholog of DDX5, a conserved DEAD-box RNA helicase that has been found to be a component of kinesin-containing transport RNPs in mouse neurons [61]. Beyond this, specific functions for DDX5 in neuronal RNPs have not yet been characterized. Interestingly, 11 (33%) of these putative co-regulated mRNAs are currently uncharacterized (indicated by a CG gene symbol; this number includes CG10077). These mRNAs represent a pool of potentially novel targets for miRNA-mediated regulation of activity-dependent synaptic growth at the larval NMJ.

### Experimental Validation of Putative Target miRNAs

The identification of miRNA targets using bioinformatic approaches does not indicate a genuine miRNA/mRNA interaction. Therefore, each putative target for co-regulation by activity-regulated miRNAs requires direct experimental validation. As proof of concept, we have focused here on two predicted target mRNAs of activity-regulated miRNAs: a) *lar* because it is required for axon guidance and/or synaptic growth and is a putative target for co-regulation by miRs-8, -289, and -958 (Tables 1 and 2) [16], [49]; and b) *wg* because it has previously been shown to be involved in the control of activity-dependent ghost bouton formation at the larval *Drosophila* NMJ (Table 1) [12].

*Lar* has one predicted binding site (each) for miRs-8, -289, and -958 in its 3′UTR (binding sites for miR-289 =  m8; miRs-8 and -958 = 7mer-m8). *Lar* also has one binding site for a fourth activity-regulated miRNA, miR-1, as well as members of the miR-310-313 cluster (Figure 3A-C; binding sites for miR-1 = 7mer-m8; miR-310–313 = 7mer–m8) [62]. In contrast, the 3′UTR of *wg* has three predicted binding sites for miR-289 and two for miR-8 (binding sites for miR-289 =  m8, m8, and 7mer-m8; mir-8 =  m8 and 7mer-1A). To determine if *lar* and *wg* represented genuine targets of activity-regulated miRNAs, we first cloned the *lar* and *wg* 3′UTRs into a firefly luciferase reporter vector [31]. When the *lar* reporter was co-transfected with each activity-regulated miRNA, we found that all three significantly repressed luciferase expression (Figure 6A; miR-8 = 24%; miR-289 = 39%; miR-958 = 32%; all at p<0.0001). In contrast, co-transfection with a miRNA not predicted to bind to the *lar* 3′UTR (miR-9a) had no effect on reporter expression. When the *wg* reporter was co-transfected with miRs-8, -289, or -958 we found that only miR-8 was capable of repression (Figure 6B; miR-8 = 24%; p<0.0001). Surprisingly, despite the presence of three predicted miR-289 binding sites (two of which exhibit a perfect seed pairing), miR-289 had no effect on reporter expression (Figure 6B). Again, as a negative control, co-transfection with a miRNA not predicted to bind to the *wg* 3′UTR (miR-9a) had no effect on luciferase reporter activity. Together, these data provide experimental support for *lar* and *wg* as potential mRNA targets for activity-regulated miRNAs and suggest that miRs-8, -289, and -958 may be controlling activity-dependent growth, in part, by regulating expression of Lar and/or Wg in motor neurons.

**Figure 6:**
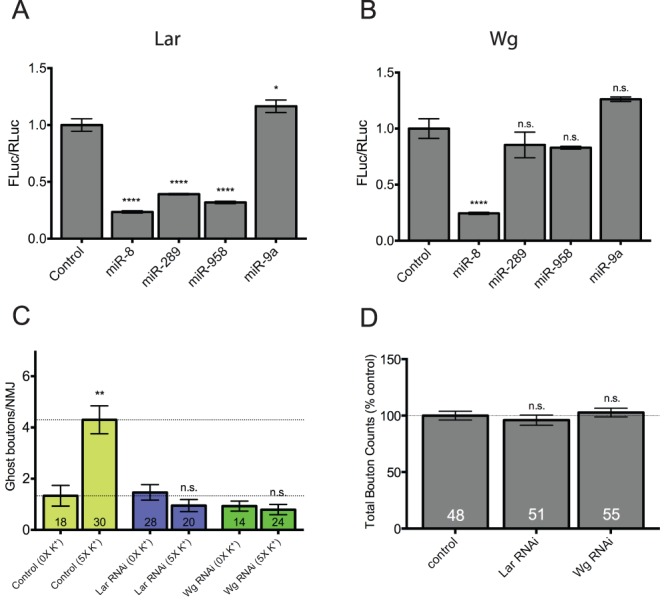
*Drosophila lar* and *wg* are authentic targets for translational repression by activity-regulated miRNAs. (A and B) Reporter plasmids constitutively expressing firefly luciferase (Fluc) flanked by the 3′UTRs of *lar* and *wg* were cotransfected into S2 cells with plasmids expressing the indicated miRNA primary transcripts as indicated. *Renilla* luciferase (Rluc) was included as a transfection control. Fluc activity was normalized to Rluc activity in three independent experiments. Normalized Fluc activities in the absence of miRNA-expressing vectors (emply vector controls) were set to 1. (A) The *Drosophila lar* 3′UTR has one binding site each for miRs-1, -8, -289, and -958. miR-1 was not tested because it did not negatively regulate activity-dependent synaptic growth. miRs-8, -289, and -958 all significantly repress *lar* Fluc reporter activity. In contrast, a miRNA with no predicted binding site (miR-9a) has no effect on Fluc activity. (B) The *wg* 3′UTR has three predicted binding sites for miR-289 and two for miR-8. Interestingly, only miR-8 is capable of repressing *wg* Fluc reporter activity. miR-289, -958 nor -9a (not predicted to bind) had an effect of Fluc activity. In both (A) and (B) error bars indicate the mean ± SEM (n = 3). (C) Transgenic hairpin RNAi constructs targeting *lar* and *wg* were misexpressed in larval motor neurons using the *C380-Gal4* driver (e.g. genotype *C380-Gal4/+; UAS-RNAi^hairpin^/+*). Note that both hairpin constructs completely prevented activity-dependent ghost bouton formation. (D) Quantification of the total number of synaptic boutons at the same NMJs assayed in above (C). Neither hairpin construct had a significant effect on total bouton numbers compared to controls (*C380-Gal4/+*) suggesting that activity-dependent processes may be more sensitive to disruption of genes involved in synaptic growth pathways. STATISTICS: (A-B; D) One-way ANOVA with a Dunnett’s post-hoc test. (C) Kruskal-Wallis multiple comparison analysis with a Dunn’s post-hoc test. n.s. = not significant ** p<0.01 **** p<0.0001.

Unfortunately, good antibodies that recognized Lar and Wg in NMJ axon terminals were not readily available. However, to support our observations, we predicted that transgenic knockdown of *lar* and/or *wg* by RNAi would phenocopy miR-8, -289, and -958 misexpression and prevent activity-dependent synaptic growth. As previously shown, disruption of Wg expression completely prevented ghost bouton formation in response to spaced high K^+^ depolarization (Figure 6C; *UAS-wg^HMS00794^* x *C380-Gal4*) [12]. Disruption of Lar expression by RNAi also prevented activity-dependent axon terminal growth (Figure 6C; *UAS-lar^HMS00822^ x C380-Gal4*). Surprisingly, knockdown of neither *lar* or *wg* by RNAi was sufficient to affect synapse size during development of the larval NMJ (Figure 6D; Figure S3). Together, these data provide further support for the hypothesis that the regulation of synaptic growth during development can be mechanistically uncoupled from that following acute spaced synaptic stimulation. The former process appears to be somewhat less sensitive to the modulation of *lar*, *wg,* and miRNA (miR-289 and -958) levels than the latter.

## Discussion

The major conclusion of this study is that acute spaced synaptic stimulation controls the expression of specific miRNAs in the larval *Drosophila* CNS. In turn, several of these activity-regulated miRNAs are involved in the control of activity-dependent axon terminal growth at the NMJ. This conclusion is based on the following experimental evidence. First, we demonstrate that, in a screen of 62 neuronally expressed miRNAs, five (miRs-1, -8, -289, -314, and -958) exhibited a greater than 2-fold or statistically significant down-regulation following spaced high K+ depolarization (Figure 3A–C). Next, we show that neuronal misexpression of three activity-regulated miRNAs (miRs-8, -289, and -958) is sufficient to inhibit activity-dependent synaptic growth at the larval NMJ (Figure 4B). These observations are supported in miR-8 mutants and by miR-8 reduction-in-function (Figure 4B). Using bioinformatics to identify putative target mRNAs combined with functional annotation cluster analysis, we find that targets of miRs-8 and -289 (but not miR-958) are enriched in neuron-related clusters (Figure 5B–D). Interestingly, both miR-8 and -289 are predicted to target the mRNA encoding for the Wg protein (Table 1). Consistent with this observation, the downregulation of Wg expression levels by RNAi and in *wg* mutants has been shown to inhibit activity-dependent ghost bouton formation in response to spaced high K+ stimulation (Figure 4A; 6C) [12]. Finally, we provide evidence indicating that miRs-289 and -958 can regulate the expression a *lar* 3′UTR reporter, and miR-8 can regulate the expression of both a *lar* and *wg* 3′UTR reporter *in vitro* (Figure 6A–B). Taken together, these data suggest that miRs-8, -289, and possibly -958 may be involved in coordinating the expression of genes involved in activity-dependent synaptic growth at the NMJ.

### miRNA-mediated Control of Synaptic Plasticity in *Drosophila*

Three lines of evidence support the hypothesis that miRNAs play important roles in the presynaptic control of synapse structure and/or function at the larval *Drosophila* NMJ. First, the miRNA effector protein, Argonaute 1 (Ago1), has previously been shown to interact with the fragile X mental retardation protein (FMRP) to regulate NMJ growth during larval development [63]. Second, the miR-310–313 cluster has been found to control normal synaptic transmission at the *Drosophila* NMJ via presynaptic regulation of the Kinesin family member, Kinesin-73 (Khc-73) [62]. Third, miR-124 loss of function increases synaptic release at the NMJ, presumably by coordinating the repression of mRNAs encoding for components in the BMP signaling pathway including the BMP receptors Wit and Saxaphone (Sax), and the downstream transcription factor Mothers against dpp (Mad) [64]. In addition, two studies show that miRNAs have postsynaptic functions in the control of synaptic plasticity. First, postsynaptic downregulation of miR-8 levels (using a miR-8 sponge) results in a significant decrease in synapse size during development of the larval NMJ [20]. Second, postsynaptic miR-284 is required to regulate glutamate receptor (GluR) availability at the NMJ [65]. In support, postsynaptic RNAi-mediated knockdown of Dicer-1 (Dcr-1), the fly endonuclease responsible for miRNA biosynthesis, leads to the upregulation of postsynaptic GluR mRNA and protein levels. Taken together, these data provide strong evidence indicating a function for the miRNA pathway in coordinating the expression of genes involved in the pre- and postsynaptic control of plasticity during NMJ development. However, despite this progress, little is known about how miRNAs regulate the expression of mRNAs involved in activity-dependent synaptic growth. The present study is the first to demonstrate that specific miRNAs have an activity-dependent function in the control of these processes.

### Activity-dependent Control of Synaptic Plasticity in Flies and Mammals

Two activity-regulated miRNAs identified in our screen (miRs-8 and -289) have previously been shown to have roles in the control of synapse structure and/or function. First, the miRNA pathway was found to be involved in the control of the activity-dependent translation of postsynaptic *calcium/calmodulin-dependent protein kinase II* (*CamKII*) mRNA in the adult *Drosophila* antennal lobe [66]. Although no direct involvement was demonstrated, the *CamKII* 3′UTR does have one predicted binding site for miR-289. Second, as indicated above, miR-8 has been shown to have a postsynaptic function in the control of synapse size during development of the larval NMJ [20]. Although presynaptic functions for miRs-8 and -289 have not yet been identified, activity-dependent synaptic growth has not been specifically assayed.

Activity-regulated miRNAs appear to fall into two general categories (Figure 3C). miRs-958 and -314 show a very strong decrease in mature miRNA levels following acute spaced stimulation (7.5- and 5.2-fold respectively). In contrast, miRs-289, -1, and -8 show a somewhat lesser effect (2.5-, 2.4-, and 1.8-fold decrease). 

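The mean log2 fold change of miR-958 and miR-314 was lower than that of miR-289, miR-1 and miR-8 in all 3 replicates, by -3.25, -1.19 and -0.69 in replicates 1, 2 and 3. The paper formed these groups from the size of the falls in the same samples, so the direction of the difference is not independent evidence. The mean difference was -1.71 (SD 1.35, n = 3; two-sided exact sign-flip permutation test with equal numbers taken as pairs, p = 0.25, the smallest p for 3 pairs; two-sided exact permutation test of the samples without pairs, p = 0.10, the smallest for 3 against 3). The groups were far apart in replicate 1, where miR-958 and miR-314 were at relative levels of 0.0688 or less and the other 3 miRNAs at 0.274 or more. In replicate 2 these limits were 0.295 and 0.349. In replicate 3 they crossed, with miR-1 below miR-314, which was at 0.212.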

Two miRNAs that fall into the latter group (miRs-1 and -8) belong to gene families conserved from flies to humans [67]. In contrast, miRs-289, -314, and -958 appear to be members of families unique to species of Drosophilids. This final observation does raise questions about the applicability of miR-289 and -958 results to analogous studies in higher organisms.

Generally speaking, work in mammals has shown that synaptic activity leads to the rapid upregulation of key miRNAs that, in turn, negatively regulate the translation of mRNAs involved in the control of synapse structure and/or function [39]. Why did we not identify any significantly upregulated miRNAs in our experiments? 

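None of the 62 screened miRNAs was higher after high K+ stimulation at an adjusted p under 0.05 from limma, and none at an unadjusted p under 0.05. With the mean Ct of the screened miRNAs as the reference, 5 were higher at an unadjusted p under 0.05 and none after adjustment. Of the 62 log2 fold changes, 13 were above 0 against U1 and 39 against that mean. The mean holds the miRNAs that fell, sets the average log2 fold change to 0 and moved every value up by 0.32. The counts against it are therefore not independent evidence of a rise. Against U1 the highest log2 fold changes belonged to miR-125 and let-7, at 0.40 and 0.37 (adjusted p = 0.873 for both from limma). Both are made from the let-7-Complex transcript and are known for roles in developmental timing. They were followed by miR-184 at 0.35, miR-275 at 0.15 and miR-993 at 0.09. The level of let-7 was 0.681, 1.76 and 1.81 in stimulated replicates 1 to 3, and that of miR-125 was 0.679, 1.92 and 1.77. Without replicate 1, these were the 2 miRNAs called higher, with log2 fold changes of 0.89 for let-7 (adjusted p = 0.0275 from limma) and 0.94 for miR-125 (adjusted p = 0.0196 from limma).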

First, we have screened only ∼35% off all currently annotated *Drosophila* miRNAs (Figure 2A–B). The most likely explanation is that we missed one or more miRNA that is both upregulated by activity and required for activity-dependent synaptic growth. Second, of the mammalian miRNAs identified thus far (miRs-29a/b, -132, -134, and -188) only miR-29a/b has a *Drosophila* family member (miR-285). Fly miR-285 has no known function and was not identified as a miRNA expressed in the larval CNS (Table S1). Third, downregulation of miRNA levels could be an indirect consequence of the high K^+^ stimulation paradigm. However, we do feel this is unlikely because the results of our high K^+^ RT-qPCR screen significantly correlate with those from our ChR2 light-stimulated miRNA array (across examined miRNAs; Figure S1). Finally, this could represent a genuine difference between fly and mammalian neurons.

### Mechanisms of Activity-dependent miRNA Down-regulation

What mechanisms are involved in the activity-dependent decrease in mature miRNA levels? Two lines of evidence suggest that this is due to rapid transcriptional downregulation. First, miRs-12 and -304, miRNAs presumably co-regulated in a miRNA cluster, show identical levels of downregulation following spaced synaptic stimulation (Figure 3B–C) [34]. Second, misexpression of key transgenic pri-miRNAs (specifically miRs-8, -289, and -958) that cannot be regulated at the level of transcription can suppress activity-dependent synaptic growth (Figure 4B). One would expect that these transgenic miRNAs would be equally affected by a mechanism that negatively affects mature miRNA stability. Despite this, there is some evidence from the mouse optic lobe that synaptic activity (i.e. dark adaptation) can lead to the rapid downregulation of specific miRNAs via miRNA decay [68]. Alternatively, there is also evidence that processing of specific miRNAs can be inhibited *in vivo*. For example, the conserved RNA binding protein, Lin28, can specifically bind to the let-7 pre-miRNA and negatively regulate let-7 biogenesis [69]. It would be interesting to determine if either mechanism were involved in activity-dependent miRNA downregulation in the larval CNS.

### Conclusions

In summary, the data presented in this study suggest that specific miRNAs coordinate the expression of genes involved in the control of activity-dependent synaptic growth at the larval *Drosophila* NMJ. Interestingly, a significant number of predicted target mRNAs encode for guidance molecules in conserved axon pathfinding pathways. A growing number of studies have implicated axon guidance molecules as critical regulators of synapse formation and plasticity [70]. Further analysis is needed in order to identify and characterize: a) additional activity-regulated miRNAs; and b) *bona fide* mRNA targets. Importantly, these targets need to be validated both *in vitro* and *in vivo* and their role in miRNA-mediated activity-dependent axon terminal growth confirmed.

## Supporting Information

Figure S1 **Correlation between ChR2 light and high K^+^ stimulation paradigms.** Regression analysis between calculated fold expression levels of all miRNAs analyzed in both the ChR2 light-induced miRNA microarray and high K^+^-induced RT-qPCR experiments. The fitted regression line is shown. There is a highly statistically significant correlation in expression levels across all miRNAs analyzed (p<0.001).
(EPS)

Figure S2 **Some activity-regulated miRNAs also control synaptic growth during larval development.** (A-B) At the same NMJs analyzed in Figure 4C, type 1b (big) and 1s (small) boutons were quantified. Each type of bouton is derived from a distinct motor neuron [71]. Type 1b boutons are highly plastic and can be easily distinguished by their larger size and higher levels of the postsynaptic density marker, Dlg [72]. (A) miR-289 overexpression caused a significant increase in type 1b boutons compared to controls (17% increase; p<0.05). (A-B) miR-8 overexpression caused a significant increase in type 1s boutons compared to controls (29% increase; p<0.01). In contrast, miR-8 knockdown (*UAS-miR-8SP*) and deletion (*mir-8^Δ1^/^Δ2^*) larvae showed a significant decrease in both type 1b (31% and 38% decrease respectively; p<0.0001) and type 1s boutons (15% and 38% decrease respectively; p<0.0001). As seen with total boutons, high K^+^ stimulation has no effect on 1b or 1s bouton numbers compared to unstimulated controls (data not shown). The latter would have been indicative of spaced training affecting ghost bouton maturation or development. OE = overexpression; ROF = reduction-in-function; LOF = loss-of-function. Error bars indicate the mean ± SEM. (A-B) STATISTICS: Kruskal-Wallis multiple comparison analysis with a Dunn’s post-hoc test. * p<0.05 ** p<0.01 **** p<0.0001. (C) Representative third-instar NMJs from the indicated genotypes at larval muscle 6/7 in abdominal segment 3 that were stained with antibodies against the postsynaptic marker discs large (DLG). Note that the NMJs in both presynaptic miR-8 knockdown (*UAS-miR-8SP*) and deletion (*mir-8^Δ1^/^Δ2^*) larvae are phenotypically very similar and are significantly smaller than controls. In contrast, miR-8 overexpression NMJs exhibit some synaptic hyperplasia. Scale bars = 20 µM.
(EPS)

Figure S3 ***lar*** **and** ***wg*** **RNAi has no effect on synaptic growth during development.** (A-B) At the same NMJs analyzed in Figure 6D, type 1b (big) and 1s (small) boutons were quantified. Note that disruption of *lar* and *wg* expression using transgenic hairpin RNAi constructs had no specific effect on either type 1b or 1s boutons. The degree of Lar and Wg reduction was not confirmed. Error bars indicate the mean ± SEM. (A-B) STATISTICS: One-way ANOVA with a Dunnett’s post-hoc test. n.s. = not significant.
(EPS)

Table S1 **Summary of raw miRNA microarray data.** The relative change in expression levels on a miRBase 14.0 array for all detected miRNAs across treatment groups is indicated. N/A indicates a miRNA in the microarray that was not expressed at detectable levels. The full microarray data can be found in the Gene Expression Omnibus (GEO) of NCBI through accession number GSE43945.
(XLSX)

Table S2 **Summary of raw miRNA RT-qPCR data.** The relative change in expression levels for all miRNAs tested across treatment groups is indicated. BAD = primer pair that failed QC analysis. EXCLUDED = primer pair that failed to amplify in all biological replicates. The full RT-qPCR data can be found in the Gene Expression Omnibus (GEO) of NCBI through accession number GSE43945.
(XLSX)

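The table holds relative levels, with 1 standing for no difference from the mock-stimulated controls. Each of its biological replicates is a stimulated sample set against the mean ΔCt of the 3 mock-stimulated samples, so that the spread of the mock-stimulated samples does not enter the 3 values of a miRNA. This was checked on the authors' deposited table of the same levels, whose 237 values differed from those computed from the deposited Ct by at most 4.97e-10. For miR-279 the authors' deposited table gives 0.540, 0.833 and 0.835, and for miR-9a 0.408, 1.30 and 0.900. The marks in the last column rest on checks of the primer pairs, whose melt curves were not analysed here.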

Table S3 **Predicted targets of miR-8, -289, and -958.** A list of the 490, 2494, and 304 predicted mRNA targets for regulation by miRs-8, -289, and -958 (individually).
(XLSX)

Table S4 **Predicted targets of paired activity-regulated miRNAs.** A list of the 282 predicted mRNA targets for co-regulation by both miRs-8 and -289; 154 predicted targets of both miRs-289 and -958; and 43 predicted targets of both miRs-8 and -958.
(XLSX)

Table S5 **Predicted targets of all activity-regulated miRNAs.** A list of the 33 predicted mRNA targets for co-regulation by miRs-8, -289, and -958.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

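Mature miRNA levels were measured by RT-qPCR in the dissected CNS of Canton S larvae, in 3 samples after spaced high K+ stimulation and 3 after mock stimulation. Each sample held 40 CNS and was described by the authors as a biological replicate. The light-stimulation microarray was not analysed here, and its values are the paper's, from Table S1.

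The authors deposited 3 kinds of values. The first is the Ct of each of 3 wells per sample for 79 miRNAs and U1 snRNA, in PCR cycles, read with SYBR Green chemistry and the iQ5 software. The second is the ΔCt of each sample, the mean Ct of its wells minus that of U1. Its header names 2^-ΔCt as an example, but the deposited values equal the difference of the mean Ct to within 3.33e-09 in all 477 cases with a value. The last is a ratio (fold) of stimulated over mock-stimulated, made by the authors with the Livak method. Its columns carry the names of the mock-stimulated samples, but its values are each stimulated replicate against the mean ΔCt of the mock-stimulated replicates. There are no reads, aligner or genome build. For 79 of the 80 assays the locus named beside them was found in RefSeq's annotation of the Release 6 assembly, which was used for gene names and neighbours only.

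From the Ct, the wells were averaged, the Ct of U1 was subtracted and the sign turned. The log2 fold change of a miRNA is the mean difference between stimulated and mock-stimulated samples. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the 62 miRNAs whose primer pairs passed the study's quality control in Table S2, with Benjamini-Hochberg adjustment and a threshold of 0.05. Lists of miRNAs were tested with fry from limma, single values with exact permutation tests, and the correlation with 100000 permutations. The replicate number was a block in the fit because the relative levels were taken to be formed within replicate numbers. The deposited values then showed that they are not, and the numbers were not found to pair the samples, so the fit without the block is reported too. The miRNAs named are those of the paper's RT-qPCR results, all past the threshold, the 10 largest decreases and 5 largest increases, all screened members of the 16 lists, and any miRNA left out by quality control with a mean relative level of 0.5 or less or of 2 or more. The relative levels in Table S2 had been seen when this rule was written.

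The 16 lists were fixed before the deposited data were examined, but with the paper known, which reports miR-1, miR-12 and miR-304 as lower. They are 7 genomic clusters (miR-12, miR-304 and miR-283; the let-7-Complex; miR-277, miR-34 and miR-317; miR-9c, miR-306, miR-79 and miR-9b; miR-275 and miR-305; miR-279 and miR-996; miR-11 and miR-998), 6 sequence families (miR-2 with miR-13 and miR-11, miR-9, miR-276, miR-92, miR-31 and miR-263), the mirtrons, which are made from short introns without Drosha, a pair of muscle miRNAs (miR-1 and miR-133), and the study's 5 miRNAs, which the study chose on these samples.

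Precision is limited by the 3 samples per group. An exact permutation test of 3 samples against 3 cannot give a p below 0.10. In limma the spread was estimated as fully shared by all miRNAs, so that every miRNA has the same standard error of 0.36. Of the variation within groups, 52.2% was a shift common to all screened miRNAs of a sample. The errors of different miRNAs are therefore not independent, which limma assumes they are, and its adjusted p-values can be too small. The steps were tested on 100 simulated screens of 62 miRNAs with 10 changed miRNAs, with a shared shift of the size in these data. The simulation gave both groups the same spread, which these data did not have. The SD of ΔCt was 0.290 in mock-stimulated and 1.41 in stimulated samples for miR-958, and that of the U1 Ct 0.411 and 0.938. The rates may therefore differ for these data. The fit used here recovered 99.7% of 8-fold changes and 49.1% of 2-fold changes. It called 1.14 unchanged miRNAs per screen on average, with any called in 40% of screens. With the mean of the miRNAs as reference it recovered 98.0% and 67.4% and called 0.72, but its log2 fold changes were higher than the simulated ones by 0.16 on average. An ordinary paired test recovered 11.0% and 2.43% and called 0.17.

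The alternatives were the fit without the block, the mean Ct of the screened miRNAs or no reference in place of U1, the median of the wells, the assays that failed quality control, a limit of 30 on the mean Ct, an ordinary paired test, a trend with robust estimation, the comparison the legend names on ΔCt and on the relative level, each replicate left out, and for the correlation other sets of miRNAs, a linear scale and the other microarray comparison. Single samples left out, some sets of miRNAs, and the tests without pairs of the differences between miRNAs were added after the data were examined. Melt curves and amplification efficiencies were not analysed here.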

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

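The exact permutation test of miR-1013 and the tests of U1, of muscle and of a single well as explanations were chosen after the values were seen, but not the fits with each reference, with the failed assays and with the median of the wells, which they draw on.

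miR-1013, a mirtron whose assay failed the study's primer quality control and was not screened, had a mean relative level of 0.330 after high K+ stimulation, with all 3 stimulated replicates below the mean of the mock-stimulated ones. Its log2 fold change was -1.64 (adjusted p = 0.000189 from limma over the 76 miRNAs measured in all samples), although the groups overlapped (two-sided exact permutation test, p = 0.20). The paper does not discuss it, and the product of this assay was not checked here. Groups of 3 samples were too small to look for samples that stand apart.

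The falls of the 6 called miRNAs were weighed against the choice of U1 as reference, because all miRNAs of a sample shifted together against it. With the mean Ct of the screened miRNAs as the reference, miR-958, miR-314 and miR-289 had log2 fold changes of -2.94, -2.30 and -1.03 and the highest adjusted p of the 3 was 0.0128 (limma), and each was lower in all 3 replicates with that reference, which argues against U1 as the whole cause of their fall. For miR-289 the call rests on its small standard error there (0.16, against 0.36 with U1). With the new log2 fold changes alone or the fewer prior degrees of freedom alone (4.11, against a spread fully shared with U1) its adjusted p was 0.0841 and 0.147 (limma). With no reference miR-1 had a log2 fold change of -1.32 (standard error 0.36, adjusted p = 0.00627 from limma), but this standard error is the one shared by all miRNAs. Its values by replicate number were 0.28, -1.23 and -3.03, with a standard error of its own of 0.96, and the groups overlapped (two-sided exact permutation test, p = 0.40), so U1 is not excluded for it. Its call ended with the mean Ct as the reference, where the log2 fold change went from -1.47 to -1.14 and the standard error from 0.36 to 0.49 (adjusted p = 0.265 from limma). Of the changes made one at a time, the fewer prior degrees of freedom ended it (adjusted p = 0.137 from limma), while the new log2 fold changes (0.0442) and the new standard errors (0.0253) did not. For miR-12 and miR-304 the log2 fold changes went from -1.07 and -1.09 to -0.74 and -0.77 with the mean Ct as the reference and the standard errors from 0.36 to 0.24 and 0.28, and the lower adjusted p was 0.177 (limma). The new log2 fold changes alone ended both calls (adjusted p = 0.423 for both from limma), as did the fewer degrees of freedom alone (0.263 for both), while the new standard errors alone did not (0.000256 and 0.00183). With no reference they had -0.93 and -0.95 (adjusted p = 0.107 and 0.106 from limma). For miR-1, miR-12 and miR-304 the reference cannot be told apart from a fall of their own, since a fall of most miRNAs together would be removed by the mean Ct.

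The fall of miR-1 may also come from less body wall muscle in the stimulated samples, although the paper's methods state that residual body wall was removed from the dissected CNS. miR-133 had a log2 fold change of -0.33 against U1 (shared standard error 0.36), neither alike nor opposite. The mean of all screened miRNAs was -0.32. With the mean Ct of the screened miRNAs as the reference, miR-133 was at -0.0023 (standard error 0.21) and miR-1 at -1.14. The paper also cites postsynaptic functions at the larval NMJ for miR-8 and miR-284, whose log2 fold changes against U1 were -0.87 and -0.38. How much of miR-133, miR-8 or miR-284 comes from muscle in these samples is not known. Muscle and a fall within the CNS therefore cannot be told apart for miR-1. An effect of the stimulation itself stays open.

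miR-276b and miR-1000 had relative levels of 0.698 and 0.794 in high K+-stimulated replicate 2. These did not stand apart from the 0.726 and 0.770 of replicate 1, while replicate 3 was at 1.02 and 1.06. For both miRNAs the third well of replicate 2 was late, by 3.23 and 2.25 cycles. It was in the third well of this sample that miR-307, miR-2b and miR-970 gave no Ct. From the median of the wells the levels in replicate 2 were 1.40 and 1.27, above the other stimulated replicates. A single aberrant well may thus account for the lower values from the mean of the wells. No biological explanation was tested.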

How the results depend on the processing

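Tests of single samples left out, of the microarray without its 2 farthest miRNAs or without miR-314, and of levels over pairs were chosen after the data were examined.

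The 6 miRNAs called lower kept a negative log2 fold change in all 131 values computed for them under 22 alternatives. The sign could not change where an alternative altered only the test, the block or the set of miRNAs, since the log2 fold change then stayed as it was. All alternatives also use the same samples. Of the 131 values, 72 kept the call. These include 3 and 4 at an unadjusted p under 0.05 in the legend's comparison, on ΔCt and on the relative level. miR-12 and miR-304 kept it in 4 each, and neither was called with no reference or with a trend and robust estimation, where 4 miRNAs were. The count was 6 without the replicate block, the same 6 miRNAs. It fell to 3 with the mean Ct of the screened miRNAs as reference, with or without the block (miR-958, miR-314 and miR-289), and to 0 with the ordinary paired test and with the legend's comparison after Benjamini-Hochberg adjustment, on ΔCt and on the relative level (3, 4 and 5 lower at an unadjusted p under 0.05). Leaving out replicates gave 0 to 6 lower and 0 to 2 higher. There were 0 lower without replicate 2 (6 unadjusted), 2 (miR-314 and miR-958) without replicate 3 or without mock-stimulated replicate 3, and 3 without high K+-stimulated replicate 3. The 2 higher, let-7 and miR-125, came without replicate 1 or without high K+-stimulated replicate 1. Such fits hold 4 or 5 samples. Among the 40 named miRNAs not called, 8 of 879 values passed the threshold, all for miR-8, let-7 or miR-125, and 121 had the other sign. Those of miR-8 include its unadjusted p-values in the legend's comparison. The reference moved the median log2 fold change of the screened miRNAs from -0.17 to 0.16. Of the 16 lists 0 passed (1 at an unadjusted p under 0.05 from fry), but 1 (the study's 5 miRNAs, lower) with the mean Ct as reference and 2 (these and the mirtrons, higher) with that reference and no replicate block. Samples of the same number deviated together with correlations of 0.24, 0.27 and -0.13, and 3 of 6 samples correlated best with their own number. Since not every correlation was above 0.1, the numbers were not taken to pair the samples.

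U1 Ct was lower after stimulation by -0.142 cycles, and left-out replicates gave -0.413 to 0.127 cycles. The difference between miR-12 and miR-304 was -0.14 to 0.12 without single replicates. Both signs were within the spread. The correlation with the microarray was 0.176 without the study's 5 miRNAs, 0.165 without miR-314, 0.144 without the 2 farthest miRNAs and -0.260 against w1118 controls (Spearman's rho 0.186, 0.212, 0.179 and -0.297, against 0.247). For these changes the cause was not tested, but the comparison with w1118 controls differs in genotype as well as in stimulation. The count of miRNAs at least 2-fold lower stayed within 1.5 times of 4 under each alternative run for it. Of the 10 splits of the 6 samples into 3 against 3, the real one gave 6 calls in one direction and the others at most 0, and the same held with the block for the 4 splits that part the numbers. For the lists the real split and the others gave 0. So few splits cannot give a share under 0.05.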

Differences from the paper's values

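The fold decreases the paper states for its 7 miRNAs, its correlation with the microarray and its counts of assays were within 1.5 times of the values here with U1 and all replicates. Of the alternatives set before the data were examined, those beyond that were miR-12 and miR-304 without replicate 2 (2.90 and 3.18), miR-1 without replicate 1 (3.84) and with no reference (1.50), and the correlation without the study's 5 miRNAs (0.176) and against w1118 controls (-0.260). The p-values Fig. 3C prints for miR-958, miR-314, miR-289, miR-1 and miR-8 match those of the comparison its legend names on ΔCt, at 0.0172, 0.0165, 0.0119, 0.0549 and 0.0379. For miR-12 and miR-304 this comparison gave 0.172 and 0.182, against about 0.18 and about 0.17 in Fig. 3C, read by eye.

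The paper counts miR-8 among its miRNAs with a significant or 2-fold change and calls miR-12 and miR-304 not significant. With limma the calls were the other way round, with adjusted p-values of 0.157, 0.0408 and 0.040. The calls of miR-12 and miR-304 are close to the threshold, and limma with a trend and robust estimation made neither (adjusted p = 0.137 and 0.998 from limma). Of the alternatives set before the data were examined, the legend's comparison without adjustment called miR-8, at the value above on ΔCt and at 0.0488 on the relative level, and so did limma without replicate 1 (adjusted p = 0.00675 from limma). It was also called without high K+-stimulated replicate 1, an alternative chosen after seeing the values (adjusted p = 0.0271 from limma), which dropped none of the paper's 5 miRNAs. The same unadjusted comparisons did not call miR-12 or miR-304. On ΔCt the legend's comparison did not call miR-1 either, whose relative level is below 0.5. The reversal rests in part on the standard error of 0.36 that limma shared among all miRNAs. In the ordinary paired test miR-8 had a smaller one of its own, 0.22 for a log2 fold change of -0.87. Those of miR-12 and miR-304 were larger, 0.58 and 0.62 for log2 fold changes of -1.07 and -1.09. It also rests on the adjustment, since before it limma passed miR-8 as well.

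For the correlation with the microarray the paper gives a smaller p, from a regression analysis, than the permutation test did here. The permutation test gave p = 0.00771, and 0.00174 over all 76 miRNAs measured on both platforms, the closest of the settings run. The kinds of test differ, so these p-values are not directly comparable.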

Other observations

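All tests in this part were chosen after the values were seen, apart from the lists. These were fixed before the deposited data were examined, but with the paper known.

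None of the lists of related miRNAs passed fry's test with U1 as reference. The mirtrons, with 6 screened members, had a median log2 fold change of -0.06 and none past the threshold (adjusted p = 0.878 from fry). The miR-9 family had a median of -0.35 and the cluster of miR-9c, miR-306, miR-79 and miR-9b one of -0.33, with 4 of 4 members below 0 in each (adjusted p = 0.878 from fry). The pair of miR-279 and miR-996 had -0.40 and the miR-31 family -0.43 (adjusted p = 0.672 from fry for both). The let-7-Complex, with 2 of 2 members above 0, had 0.39 (adjusted p = 0.878 from fry). The clusters of miR-277, miR-34 and miR-317 (-0.15), of miR-275 and miR-305 (-0.13) and of miR-11 and miR-998 (-0.17), the miR-2, miR-13 and miR-11 family (-0.17), the miR-276 family (-0.03), the miR-92 family (-0.07) and the miR-263 family (-0.17) had no member past the threshold either (adjusted p = 0.878 from fry for each). miR-12 and miR-304 were 2 of 2 lower (2 also when adjusted over the list alone; adjusted p = 0.672 from fry), of the muscle pair 1 of 2 was (1 adjusted over the list alone; adjusted p = 0.672 from fry), and of the study's 5 miRNAs 4 were (5 adjusted over the list alone; adjusted p = 0.221 from fry), which is not independent evidence since the study chose them on these samples. With the mean Ct of the screened miRNAs as the reference all medians were higher by 0.32, so that every list with a median between -0.32 and 0 changed sign (the mirtrons to 0.26), while the study's 5 miRNAs, lower, were the 1 list to pass (adjusted p = 0.0463 from fry).

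A hypothesis is that miRNAs made from one cluster move alike, which the paper proposes for miR-12 and miR-304. Differences between members were taken as the root mean square over the 3 replicate numbers of their difference in log2 fold change. Over the 7 clusters with 17 screened members the mean was 0.36, against 0.71 for random memberships of the same sizes (one-sided permutation test, p = 0.0109). Part of this gap arises because miR-958, miR-314, miR-289 and miR-1 are in none of the clusters. With random memberships drawn from the other 58 miRNAs the random mean was 0.51 (one-sided permutation test, p = 0.0417). Without miR-12 and miR-304 the values were 0.37 and 0.72 with all 62 miRNAs drawn from (one-sided permutation test, p = 0.0240), and 0.37 and 0.47 with the 56 miRNAs not called (one-sided permutation test, p = 0.109), a change of both the members and the miRNAs drawn from. Since the test passed or not with this choice, shared transcription of a cluster and chance cannot be told apart here. miR-12 and miR-304 themselves differed by 0.23 in this measure, and 13.6% of the 1891 pairs of screened miRNAs differed by less.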
